A study of Homo sapiens with 8 samples. Its data were reported in "Serine synthesis pathway regulates cardiac differentiation from human pluripotent stem cells" (2025).

How the data were processed

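RNA from 8 libraries was measured by bulk sequencing: 4 of undifferentiated human pluripotent stem cells (hPSC) and 4 of cardiomyocytes derived from them (hPSC-CM), with 1 library per state from each of 4 established lines. The authors extracted RNA, made stranded poly(A) libraries and sequenced paired ends on an Illumina instrument. They trimmed reads with Trimmomatic 0.39, aligned them to hg38 with STAR 2.7.10b and quantified genes in StrandNGS. The authors' methods name a RefSeq annotation, while the deposited table carries Ensembl identifiers. The deposited table holds 57955 genes by identifier and 56233 distinct symbols, with 2 values per gene and library. The first is a read count (expected counts, since the deposited values are fractions where reads are shared out; 59.9% to 63.6% were whole numbers with no tolerance, mostly 0). The second is headed TPM in the deposited table, but its values are log2 of TPM with everything under 1 TPM set to 0. No mitochondrially encoded gene is in the table. Start and end positions are those of the table (hg38). All 83 named genes were found under their identifier in GENCODE 44, each overlapping its position there on the same chromosome and strand, and 33 had the same start and end.

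Total counts ran from 30539816 to 44280599 per library. A count of 0 allows up to 3 counts, which is 0.0677 to 0.0982 CPM (counts scaled to a common library total, without the TMM factors of the model). Intervals and floors cover counting error only. Each line has 1 library per state, so there is no replicate within a line, and each SD is over 4 lines. In the comparison of hPSC-CM with hPSC, p rests on how the change varied between lines. In the comparisons of line origin it rests on the spread between lines of 1 origin, pooled over both states. For the interaction of state and origin it rests on how the change varied between lines of 1 origin.

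The samples, the comparisons, the tests, the alternatives, the rule for named genes and 30 gene lists were fixed before the data were examined. Values of the same symbol were summed. Expected counts were rounded and genes with low counts were removed with filterByExpr. The counts of the remaining 18775 genes were scaled by TMM and fitted with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The comparison of hPSC-CM with hPSC had the cell line as a block, which leaves 3 residual degrees of freedom. The hiPSC lines were compared with the hESC lines in each state in 1 model of 4 groups, which leaves 4 degrees of freedom and no block, since each line gives 1 library per state. The interaction of state and origin had the cell line as a block and 2 degrees of freedom. With 2 lines per origin, a difference in origin cannot be separated from a difference in line or culture. Genes over 10-fold within every line were counted from TPM with a pseudocount of 1 on both sides, with no test.

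The lists were 21 programmes and 9 sets of cell type markers. The metabolic list of the study was chosen by the study on these samples. Lists share members: PHGDH, PSAT1 and PSPH are also in the ATF4 list, and BCAT1, HMOX1, TKT and PRPS2 each stand in another metabolic list. Lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01 and again with an estimated correlation, which compare a list with all other genes. They were also tested with fry, which asks whether a list's genes move on balance 1 way, or, in its mixed form, in either direction. P values were adjusted over the 29 lists with a tested gene. Named genes were every member of the serine list and of the study's metabolic list, and up to 2 members per other list with the largest change and the same sign in all 4 lines. To these came up to 1 member per list that went against the majority, the 5 genes highest and the 5 lowest in hPSC-CM, and 3 genes at each end of the other comparisons (the 3 with the smallest p where fewer passed). Not every gene that the rule takes is described. A fold against a group at 0 was taken against 3 counts over the group, and for 1 to 3 counts the ratio has an exact 95% binomial interval.

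The model was tested on simulated data with 200 changed genes among 18775. The simulated spread followed its trend with expression level, the same for both states and without a spread of each gene's own. Changed genes were drawn from those above a minimum mean count, and far fewer changed than were called between hPSC-CM and hPSC. The shares hold for those settings only. For hPSC-CM against hPSC, 43.3% of genes changed 2-fold, 91% of those changed 4-fold and 100% of those changed 10-fold were found, with 6 false calls. For hiPSC-CM against hESC-CM the shares were 11.9%, 74.6% and 93.9%, with 6 false calls, and for the interaction 10.4%, 64.2% and 84.8%, with 7. As a check of the line labels, the 2 libraries of a line were correlated across genes after the mean of each state was removed: r with the own line was 0.114 to 0.251, above every other line (genes are not independent replicates). Alternatives were DESeq2 1.42.0, limma on log2(TPM + 1) with other pseudocounts (0.1 and 5), no filter and a stricter one (5 TPM in 4 samples), no replicate block, other scalings and leaving out each line. Some of these were added for some results after the data were seen, as stated in the closing section. Values of XIST, TSIX and Y-linked genes (525 in the table) were left out of all output. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.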

Results

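RNA of 8 libraries was compared: 4 of undifferentiated hPSC and 4 of hPSC-CM, 1 of each from the lines 253G4 and 201B7 (human induced pluripotent stem cells, hiPSC) and H9 and NKX2-5eGFP/w (human embryonic stem cells, hESC). The hPSC-CM were collected on Day 30, after selection from Day 13 to Day 17 in lactate medium, which most cells other than cardiomyocytes do not survive. Total counts per library were 34824930 to 44280599 in hPSC and 30539816 to 36193279 in hPSC-CM. The 10 most abundant genes took 4.13% to 4.59% of the counts of each hPSC library and 8.49% to 9.91% of each hPSC-CM library. The most abundant gene was EEF1A1, a translation factor, in the hPSC libraries, and a myosin heavy chain in the hPSC-CM libraries. Values are mean ± SD over 4 lines (n = 4) unless stated otherwise.

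The first question was how the enzymes of serine synthesis, which make serine from a glycolytic intermediate, differ between hPSC and hPSC-CM. PHGDH (ENSG00000092621, chromosome 1, 119659798 to 119744215), the first enzyme, was at 384 ± 31 TPM in hPSC and 24.1 ± 9.65 TPM in hPSC-CM. PSAT1 (ENSG00000135069, chromosome 9, 78297143 to 78330093), the next enzyme, was at 710 ± 120 TPM and 11.5 ± 2.46 TPM. PSPH (ENSG00000146733, chromosome 7, 56011051 to 56051604), the last enzyme, was at 72.2 ± 11.3 TPM and 35.9 ± 6.64 TPM. All 3 fell in hPSC-CM, with the same sign in 4 of 4 lines: PHGDH fell by 3.97 (SE 0.245) on the log2 scale with an adjusted p = 6.13e-05, PSAT1 fell by 5.83 (SE 0.137, adjusted p = 8.83e-06) and PSPH fell by 0.90 (SE 0.159, adjusted p = 0.00309).

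Line by line, PHGDH was 12.4-fold higher in hPSC than in hPSC-CM in 253G4, 11.5-fold in 201B7, 18.8-fold in H9 and 26.9-fold in NKX2-5eGFP/w. PSAT1 was 62.4-fold, 59.3-fold, 55.9-fold and 50.7-fold higher in the same order, and PSPH was 2.23-fold, 1.47-fold, 2.84-fold and 1.69-fold higher. The change in PHGDH did not differ past the threshold between hiPSC and hESC lines (edgeR interaction 0.85 on the log2 scale, unadjusted p = 0.0254, adjusted p = 0.54). The simulation found 10.4% of 2-fold interactions, so missing the threshold does not show that the change was the same. An exact sign-flip permutation test over 4 lines cannot give a two-sided p below 1 in 8.

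**Figure D1:**
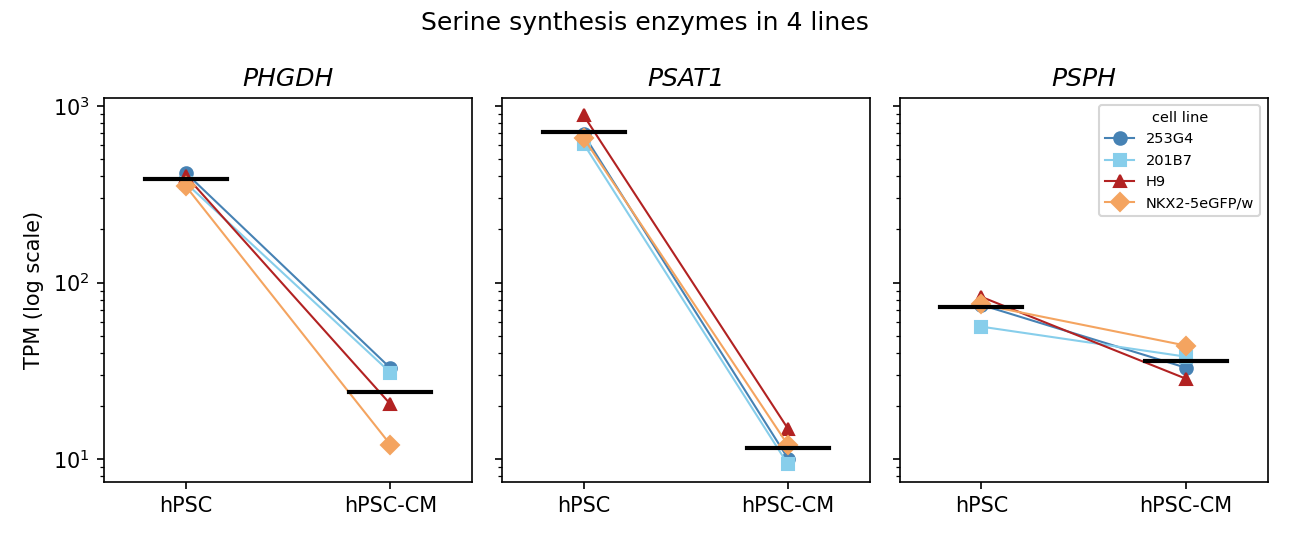
TPM (log axis) of PHGDH, PSAT1 and PSPH in hPSC and hPSC-CM; each line joins the 2 libraries of a cell line and each black bar is the mean of 4. PHGDH and PSAT1 were over 10-fold lower in hPSC-CM in all 4 lines, and PSPH was 1.47-fold to 2.84-fold lower.

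The other genes of the study's metabolic list fell as well, but since the study chose that list on these samples, its direction is not independent evidence. BCAT1, which transfers the amino group of branched-chain amino acids, fell by 6.95 (SE 1.05, adjusted p = 0.00164), from 505 ± 79.3 to 8.19 ± 11.2 CPM, where the spread in hPSC-CM runs from 0.55 in 253G4 to 24.3 in H9. HMOX1, a heme-degrading enzyme, fell by 7.60 (adjusted p = 6.51e-05). TKT, a transketolase of the pentose phosphate pathway, fell by 5.02 (adjusted p = 2.69e-05) and PRPS2, which makes the ribose precursor of nucleotides, fell by 4.49 (adjusted p = 6.22e-05). LPCAT1, a phospholipid enzyme, fell by 3.66 (adjusted p = 5.29e-05). The list had 7 of 7 members lower, with a median of -5.02 (camera adjusted p = 9.62e-08, and adjusted p = 0.0612 with an estimated correlation). The serine list had 3 of 3 members lower, with a median of -3.97 (camera adjusted p = 0.000402, and adjusted p = 0.128 with an estimated correlation), but PHGDH and PSAT1 are also on the study's list, so its direction is not independent evidence either.

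Across all genes, the comparison of hPSC-CM with hPSC showed the pluripotency genes falling and the contractile genes rising. Each gene named for this comparison passed the threshold with the same sign in 4 of 4 lines. Of 25 sarcomere genes, 25 rose, with a median log2 fold change of 12.38 (adjusted p = 0.0247 with an estimated correlation). MYH7 (chromosome 14, 23412738 to 23435718), a myosin heavy chain, went from 0.0241 ± 0.0279 to 21320 ± 6953 CPM. MYL2, the ventricular myosin light chain, had no counts in hPSC and was at 3479 ± 2273 CPM in hPSC-CM, at least 188000-fold higher. MYBPC3, a myosin-binding protein, had 3 counts in hPSC and 7189 ± 600 CPM in hPSC-CM, a ratio of 389000 (95% counting interval 133108 to 1886302). XIRP1, an actin-binding protein of the intercalated disc, was at least 58200-fold higher, and NPPA, the atrial natriuretic peptide, at least 61900-fold higher.

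Of 24 calcium handling and ion channel genes, 19 rose and 2 fell, with a median of 4.89 (adjusted p = 0.0247 with an estimated correlation). PLN, the inhibitor of the calcium pump of the sarcoplasmic reticulum, rose to 3435 ± 373 CPM, and CASQ2, its calcium-storing protein, was at least 10400-fold higher at 192 ± 114 CPM. FKBP1B, which binds the ryanodine receptor, fell by 3.61, from 27.3 ± 3.24 to 1.95 ± 0.357 CPM. Of 23 cardiac transcription factors, 21 rose and 0 fell, with a median of 9.35 (adjusted p = 0.0394 with an estimated correlation). GATA4 rose to 222 ± 44.9 CPM from 1 count in hPSC, a ratio of 36160 (95% counting interval 6490 to 1428307), and HAND2 to 298 ± 29.7 CPM from 2 counts, a ratio of 24125 (6678 to 199212).

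Of 25 pluripotency genes, 24 fell, with a median of -10.50, or -9.13 with genes without counts in hPSC-CM at their bound (adjusted p = 0.0247 with an estimated correlation). ZSCAN10 and ZFP42, zinc finger proteins of undifferentiated cells, were at 387 ± 16.6 and 275 ± 60.6 CPM in hPSC and had no counts in hPSC-CM, at least 17700-fold and 12600-fold lower. L1TD1, an RNA-binding protein, fell from 1282 ± 139 to 0.0302 ± 0.0351 CPM, and VRTN was at least 15200-fold lower. ESRG, a non-coding RNA, had 2 counts in hPSC-CM, a ratio of 48409 (95% counting interval 13401 to 399734). POU5F1, the pluripotency factor OCT4, which was chosen after its values were seen, fell in all 4 lines but stood at 93.4 CPM in the 253G4 hPSC-CM library and at most at 0.481 CPM in the others. LEFTY2, a secreted NODAL inhibitor, rose by 1.47 (adjusted p = 0.0405), a call that ended without 253G4 (1.05, adjusted p = 0.144) or NKX2-5eGFP/w (1.05, adjusted p = 0.132), and with limma and a pseudocount of 0.1 (1.33, adjusted p = 0.0553).

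Of 30 cell cycle genes, 27 fell and 2 rose, with a median of -2.21 (camera adjusted p = 3.06e-13, and adjusted p = 0.299 with an estimated correlation). CDC20, an activator of the anaphase-promoting complex, fell by 3.67, from 235 ± 21.4 to 16.1 ± 1.98 CPM, and AURKB, a mitotic kinase, fell by 3.53. Of 26 genes of the pentose phosphate pathway and nucleotide synthesis, 25 fell and 0 rose, with a median of -2.02 (camera adjusted p = 3.65e-12, and adjusted p = 0.0949 with an estimated correlation), TKT and PRPS2 by the most. Of 20 genes of one-carbon and glycine metabolism, 11 fell and 4 rose, with a median of -0.86 (camera adjusted p = 0.0185, and adjusted p = 0.32 with an estimated correlation; adjusted p = 0.09 after quantile normalization). GLDC, the glycine decarboxylase, fell from 166 ± 26.8 to 0.191 ± 0.135 CPM.

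Most listed genes of mitochondrial oxidation rose. Of 38 complex I genes, 33 rose and 0 fell, with a median of 0.90 (camera adjusted p = 2.73e-05, and adjusted p = 0.563 with an estimated correlation). NDUFA1 rose by 2.12, from 49.1 ± 3.52 to 185 ± 17.9 CPM, and NDUFB5 by 2.04. Of 37 genes of complexes III, IV and V, 34 rose and 0 fell, with a median of 1.15 (camera adjusted p = 5.26e-05, and adjusted p = 0.563 with an estimated correlation). COX6A2, the muscle form of a cytochrome oxidase subunit, rose from 0.0431 ± 0.0861 to 40.8 ± 36.5 CPM, and COX6C by 2.01. Of 32 genes of the TCA cycle and pyruvate entry, 27 rose and 3 fell, with a median of 1.25 (camera adjusted p = 3.16e-06, and adjusted p = 0.352 with an estimated correlation). The 2 largest rises were in PDK4 (6.03) and PDK1 (3.67), kinases that inhibit pyruvate dehydrogenase, and IDH1, the cytosolic isocitrate dehydrogenase, fell by 3.15, from 479 ± 30.4 to 48.3 ± 13.3 CPM.

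Of 26 genes of fatty acid oxidation, 23 rose and 1 fell, with a median of 1.98 (camera adjusted p = 1.36e-08, and adjusted p = 0.299 with an estimated correlation). PPARGC1A, a coactivator of mitochondrial genes, rose by 7.23, from 0.901 ± 0.194 to 119 ± 26 CPM, and CD36, a fatty acid transporter, by 6.54, while ACAA2, a thiolase, fell by 0.75. Of 20 genes of branched-chain amino acid catabolism, 13 rose and 1 fell, with a median of 0.59 (camera adjusted p = 0.044, and adjusted p = 0.299 with an estimated correlation). PPM1K, the phosphatase that activates the branched-chain ketoacid dehydrogenase, rose by 3.92 and BCAT1 fell. That call of the list ended without any 1 of the lines 253G4 (adjusted p = 0.0592), 201B7 (0.0651), H9 (0.0639) or NKX2-5eGFP/w (0.0685).

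Of 26 glycolysis genes, 9 rose and 5 fell, with a median of 0.32 (camera adjusted p = 0.044, and adjusted p = 0.691 with an estimated correlation). The call also ended after quantile normalization (adjusted p = 0.158), without H9 (0.261) and without NKX2-5eGFP/w (0.0699). ENO3 and PGAM2, muscle forms of enolase and phosphoglycerate mutase, rose by 6.37 and 6.22, and SLC2A1, a glucose transporter, fell from 421 ± 78.2 to 70.9 ± 60.1 CPM. Of 30 glutathione and antioxidant genes, 9 rose and 12 fell, with a median of -0.07 (camera adjusted p = 0.619). NNT, which makes mitochondrial NADPH, rose by 4.16, from 23.8 ± 5.01 to 372 ± 101 CPM. Of 20 cholesterol synthesis genes, 15 fell and 1 rose, with a median of -1.17 (camera adjusted p = 0.000743, and adjusted p = 0.357 with an estimated correlation). PMVK, a kinase of the pathway, rose by 1.18.

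Of 24 genes of the ATF4 and amino acid starvation response, 17 fell and 4 rose, with a median of -1.53 (camera adjusted p = 9.84e-05, and adjusted p = 0.299 with an estimated correlation). Besides PSAT1, SLC1A5, a glutamine transporter, fell by 4.43, from 399 ± 41.6 to 18 ± 9.18 CPM, and SLC1A4, a transporter of serine and alanine, rose by 3.98, from 4.32 ± 1.01 to 59 ± 10.1 CPM. Of 20 p53 response genes, 12 rose and 4 fell, with a median of 0.83 (camera adjusted p = 0.0185, and adjusted p = 0.563 with an estimated correlation). CDKN1A, an inhibitor of cyclin-dependent kinases, rose by 6.62 and BTG2, an antiproliferative gene, by 5.72, while AEN, a nuclease, fell by 1.57. Of 26 imprinted genes, 13 rose and 7 fell, with a median of 0.69 (camera adjusted p = 0.423). IGF2, a growth factor, rose by 11.70, to 4674 ± 4680 CPM, MEST fell by 3.56, and DIRAS3 had 1 count in hPSC and 5.31 ± 1.22 CPM in hPSC-CM, a ratio of 865 (95% counting interval 155 to 34219).

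Markers of other cell types went different ways. Of 6 smooth muscle genes, which early cardiomyocytes also express, 6 rose, with a median of 4.06 (camera adjusted p = 0.00633, and adjusted p = 0.352 with an estimated correlation), LMOD1 by 7.52 and ACTA2 by 6.49. Of 8 fibroblast and matrix genes, 4 rose and 0 fell, with a median of 1.92 (camera adjusted p = 0.359, but 0.0301 without 201B7). COL3A1, a fibrillar collagen, rose to 349 ± 515 CPM and POSTN, a matrix protein, by 4.74. The matrix genes differed between hPSC-CM libraries: FN1, fibronectin, chosen after its values were seen, was at 175 CPM in 253G4, 233 in 201B7, 4220 in H9 and 1370 in NKX2-5eGFP/w. Of 8 endothelial genes, 6 fell, with a median of -2.89 (camera adjusted p = 0.111, but 0.00997 without H9), ERG by 6.81, and CLDN5 was at least 24.5-fold lower. Of 7 neural and neural crest genes, 6 fell, with a median of -7.83, or -7.25 with bounds (camera adjusted p = 0.000755, and adjusted p = 0.128 with an estimated correlation), and among them CRABP1 fell by 11.43 and SOX2 fell by 11.42, both expressed by undifferentiated cells.

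Of 6 epicardial genes, 3 rose and 1 fell, with a median of 4.19 (camera adjusted p = 0.301). TBX18 reached 2.72 ± 2.02 CPM from 2 counts in hPSC, a ratio of 213 (95% counting interval 59 to 1766), and ITLN1 1.64 ± 0.619 CPM from 3 counts, a ratio of 87 (29 to 424). UPK3B fell by 3.88, a call that ended without 253G4 (log2 change -2.978, adjusted p = 0.161), 201B7 (-2.814, 0.108) or H9 (-4.628, 0.0626). Without H9 the fall was larger, although the call ended. Of 3 endoderm genes, 2 fell and 1 rose, with a median of -10.25, or -7.65 with bounds (camera adjusted p = 0.423): FOXA2 and AFP were at least 417-fold and 200-fold lower, and APOA1, an apolipoprotein, rose by 5.53. Of 4 mesendoderm and early mesoderm genes, MESP1 rose by 4.24, to 0.743 ± 0.246 CPM, and TBX6 fell by 1.68 (median 0.03, camera adjusted p = 0.963). Of 2 cardiopharyngeal mesoderm and skeletal muscle genes, MSC fell by 4.21 (camera adjusted p = 0.765), and of 2 blood genes 0 were called (camera adjusted p = 0.828). No mitochondrially encoded gene was in the table.

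Over all genes, 6718 were higher and 7018 lower in hPSC-CM (edgeR, cell line as a block), 73.2% of the 18775 tested, and 1539 and 1736 of these changed over 10-fold. Of the 13736 called, 13188 (96%) had the same sign in all 4 lines. Without the block, 6873 and 7023 were called. Of 29 lists with a tested gene, camera called 20 with the preset correlation and 4 with an estimated one (sarcomere, calcium handling, cardiac transcription factors and pluripotency). Fry called 24 in 1 direction and 27 in its mixed form. Counts of members adjusted over the list alone were the same as those over all genes tested, except that 14 imprinted genes rose and 8 fell, 13 p53 genes rose, 0 epicardial genes fell and 7 neural genes fell. The median log2 fold change of all tested genes was -0.05, and it lay at -0.15 when the counts were rescaled without the 10 highest genes, so list medians shift by about that much with the scaling.

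**Figure D2:**
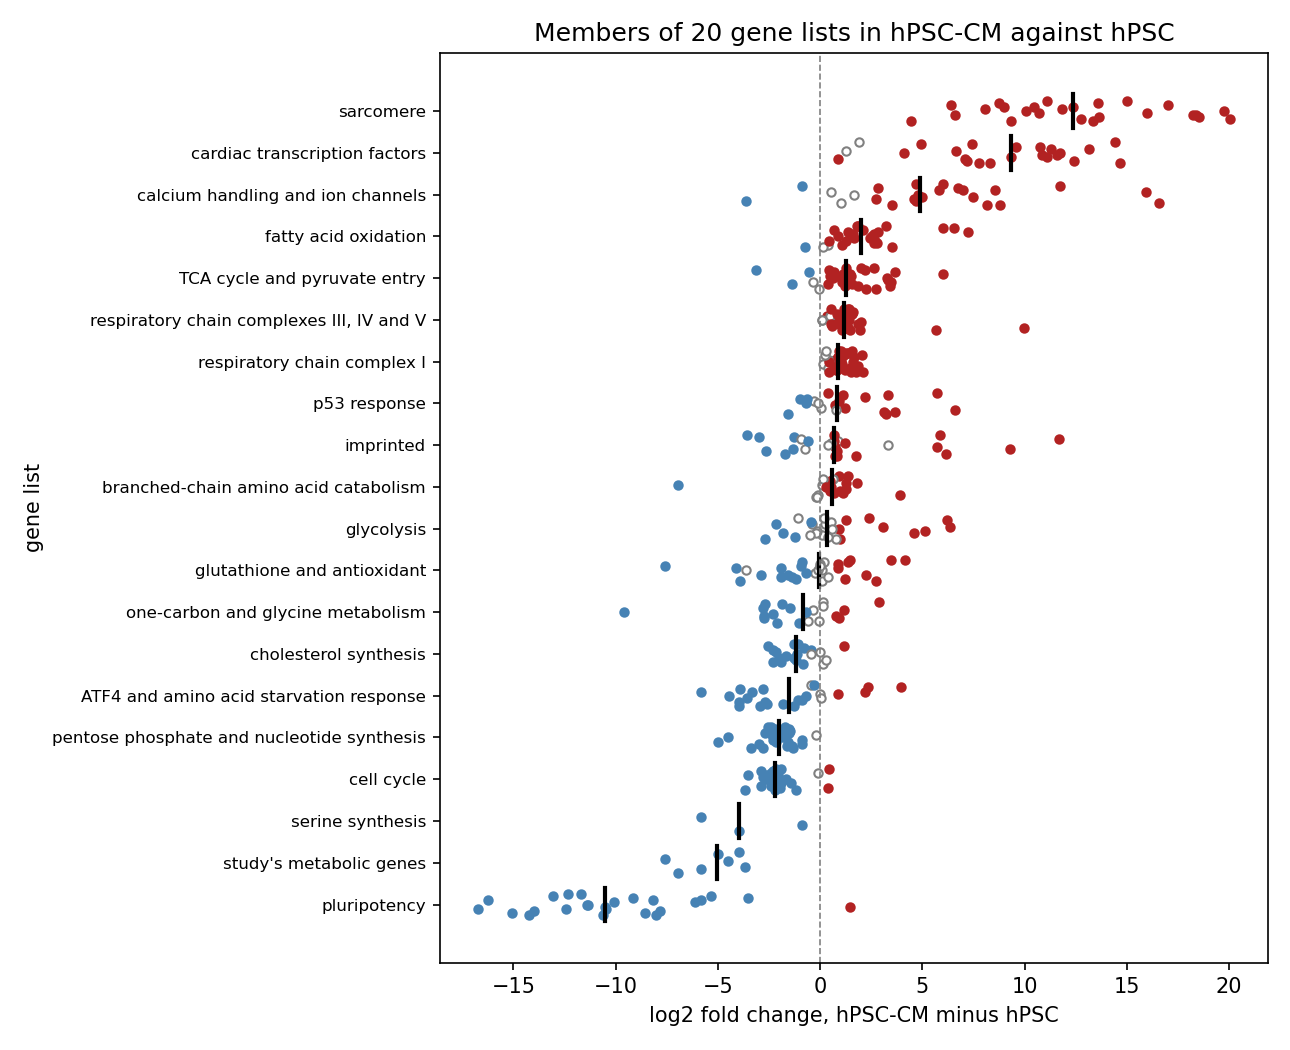
Log2 fold change (hPSC-CM minus hPSC) of the tested members of 20 gene lists. Each point is a gene (filled where the adjusted p was under 0.05, red higher and blue lower) and each black bar is the list's median, from -10.50 for pluripotency to 12.38 for sarcomere.

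The study called genes by their fold change within each line. With a ratio over 10 and a pseudocount of 1 TPM on both sides, 443 genes were higher in hPSC and 523 in hPSC-CM in all 4 lines. Among the 297 members of the metabolic lists in the table, 9 were over 10-fold higher in hPSC in all 4 lines and 7 in hPSC-CM. PHGDH, PSAT1, BCAT1, HMOX1, TKT, PRPS2, GLDC, CHAC1 and SLC1A5 were higher in hPSC. SLC2A4, PGAM2, ENO3, NNT, COX6A2, FABP3 and PPARGC1A were higher in hPSC-CM. The study's own list was not counted among these lists, and LPCAT1 is on no other. LPCAT1 also missed the rule by the pseudocount: its ratio in H9 was 9.59 with it and 10.1 without. The single lines gave 707 to 840 genes higher in hPSC and 850 to 899 higher in hPSC-CM, and independent lists of these sizes among 22661 genes would share 0.0305 and 0.0486. The model also called 442 and 522 of the shared genes. The counts depend on the pseudocount: they were 482 and 585 with none and values under 1 TPM set to 1, 1460 and 1444 with 0.1, and 126 and 250 with 5. Values under 1 TPM stand at 0 in the deposited data. With 0.1, a gene at 1 TPM in 1 state and just under it in the other therefore already passes as over 10-fold.

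The next question was whether hiPSC and hESC lines differ before differentiation. Among the 3 genes with the smallest p, MYOCD (chromosome 17, 12665890 to 12768949), a cardiac and smooth muscle coactivator, was at 4.32 and 4.44 CPM in 253G4 and 201B7 and at 0.804 and 0.813 CPM in H9 and NKX2-5eGFP/w. Its difference was 2.47 on the log2 scale (SE 0.223, adjusted p = 0.0545), which misses the threshold. TNNT2, cardiac troponin T, which was chosen after its values were seen, was at 12.6 and 10.8 CPM in the hiPSC lines and 2.62 and 1.8 CPM in the hESC lines (adjusted p = 0.117). The pseudogene SC22CB-1E7.1 was at 0.306 and 0.163 CPM in hiPSC and 12 and 10.2 CPM in hESC (adjusted p = 0.0545), and the non-coding RP11-211N8.2 at 2.23 and 2.92 CPM in hiPSC and 0.0575 and 0.0294 CPM in hESC (adjusted p = 0.0545).

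In this comparison edgeR called 0 genes, with 839 at an unadjusted p under 0.05; DESeq2 called 136 and limma 6. Without H9, edgeR called 70, and without NKX2-5eGFP/w 71, where the lone line of an origin is assumed to vary like the other groups. Camera called 5 lists as higher in hiPSC at the preset correlation and 0 with an estimated one. The sarcomere list had a median difference of 0.46 (camera adjusted p = 1.91e-11, and adjusted p = 0.516 with an estimated correlation), with 0 members called over all genes tested and 5 adjusted over the list alone. The epicardial list (0.00106), the smooth muscle and endothelial lists (both 0.0281) and the fibroblast list (0.038) were the others.

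The same question for cardiomyocytes gave 33 genes higher and 135 lower in hiPSC-CM than in hESC-CM, 0.895% of those tested. The lower genes included TGFBI, CTGF, GPC3 and BCAT1. TGFBI (chromosome 5, 136028895 to 136063818), a secreted matrix protein, was at 1.01 and 0.785 CPM in 253G4 and 201B7 and at 304 and 143 CPM in H9 and NKX2-5eGFP/w, a log2 difference of -7.99 (SE 0.521, adjusted p = 0.00803). CTGF, a matricellular growth factor, was at 47.9 and 57.8 CPM against 308 and 505 CPM (-2.95, adjusted p = 0.0098), and GPC3, a cell surface proteoglycan, at 3.19 and 3.01 CPM against 19 and 16 CPM (-2.52, adjusted p = 0.0111). BCAT1 was lower by 4.58 (adjusted p = 0.0349). NT5E, an ectonucleotidase, was at 0 and 0.00195 CPM against 19.3 and 9.66 CPM (adjusted p = 0.0177), PTGS2, an inducible cyclooxygenase, at 0 and 0 CPM against 9.15 and 7.87 CPM (adjusted p = 0.0111), and the non-coding AP000350.5 at 0 and 0 CPM against 4.51 and 3.37 CPM (adjusted p = 0.0349).

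Among the higher genes, OPRK1, an opioid receptor, was at 2.15 and 4.06 CPM in hiPSC-CM against 0.0579 and 0 CPM in hESC-CM (adjusted p = 0.0368). The pseudogene FRG1CP was at 7.15 and 15 CPM against 0 and 0 CPM (adjusted p = 0.0176), and the non-coding RP11-169F17.1 at 26.2 and 13.6 CPM against 0 and 0 CPM (adjusted p = 0.0306, but 0.0723 with limma and a pseudocount of 5). Of 8 fibroblast and matrix genes 1 was called over all genes tested, and adjusted over the list alone 6 were lower and 1 was higher, with a median of -2.65 (camera adjusted p = 2.24e-06, and adjusted p = 0.537 with an estimated correlation). Camera called 10 lists at the preset correlation and 0 with an estimated one. Besides the matrix list, those lower in hiPSC-CM were glycolysis (4.03e-06), blood (0.00226), complexes III, IV and V (0.00493), complex I and endothelial (both 0.0123), TCA cycle (0.0128) and the ATF4 response (0.0147), and those higher were cell cycle (1.38e-06) and pentose phosphate (0.0126). Adjusted over the list alone, 3 of 8 endothelial and 2 of 2 blood genes were lower, with 0 called over all genes tested. Fry called 2 lists, blood (fry adjusted p = 0.00773) and branched-chain amino acid catabolism (0.0162), the latter not called by camera (camera adjusted p = 0.215).

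The number of calls depends on the lines kept. Without 253G4, 0 and 0 genes were called, and without 201B7, 0 and 0 as well, with 1 hiPSC line left to compare. For NT5E, PTGS2 and AP000350.5, whose calls ended, the log2 differences hardly moved. NT5E was at -12.233, with -12.237 without 253G4 and -12.232 without 201B7. PTGS2 was at -11.448, with -11.452 and -11.447, and AP000350.5 at -10.343, with -10.348 and -10.342. Both hiPSC-CM libraries were at or near 0 for these genes, so leaving out either could hardly move the difference. OPRK1, whose call also ended without 253G4, had a log2 difference of 6.581 and of 6.927 without 253G4. These lost calls alone do not show whether 1 line carries a difference. Without H9 572 were higher and 632 lower, and without NKX2-5eGFP/w 174 and 600. The 4 hPSC-CM libraries alone gave 0 higher and 1 lower, but with 15851 genes tested. Genes without counts in 1 origin can fall out of that filter, so a call missing there need not be a lost one. The fit of these libraries alone also took the spread from hPSC-CM only, where the reported model pools it over both states. DESeq2 on all libraries gave 300 and 645.

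**Figure D3:**
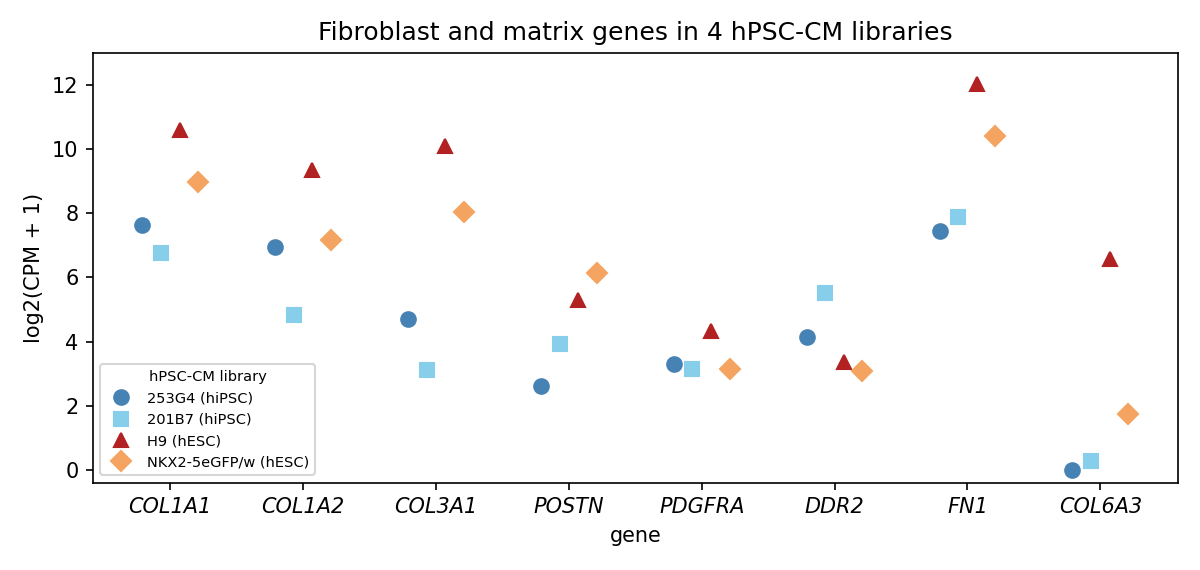
Log2(CPM + 1) of 8 fibroblast and matrix genes in the 4 hPSC-CM libraries; each point is a library, blue for hiPSC-CM and red or orange for hESC-CM. FN1 was at 175 and 233 CPM in the hiPSC-CM libraries and at 1370 and 4220 CPM in the hESC-CM libraries.

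Whether the change from hPSC to hPSC-CM itself differs between hiPSC and hESC lines was tested as an interaction. The 3 genes with the smallest p were CTGF (chromosome 6, 131948176 to 131951373) with an interaction of -4.31 (SE 0.191, adjusted p = 0.0583), GPC3 with -3.37 (SE 0.186, adjusted p = 0.0883) and TGFBI with -7.70 (SE 0.473, adjusted p = 0.0985). CTGF went from 145 and 178 CPM in hiPSC to 47.9 and 57.8 CPM in hiPSC-CM, and from 53.4 and 75.3 CPM in hESC to 308 and 505 CPM in hESC-CM. None passed: edgeR called 0 genes with the cell line as a block, with 1505 at an unadjusted p under 0.05, and 12 without the block; DESeq2 called 392 and limma 1. Without H9, 321 were called and without NKX2-5eGFP/w 289.

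One line, NKX2-5eGFP/w, carries a reporter in the NKX2-5 gene, a cardiac transcription factor, by its name. NKX2-5 was at 311 CPM in its hPSC-CM library and at 340, 277 and 342 CPM in 253G4, 201B7 and H9, a ratio of 0.975 to the mean of the others. The ratio was not tested.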

Values the study reported

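The study reported more than 10-fold higher expression of PHGDH and PSAT1 in its hPSC lines than in hPSC-CMs.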

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

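The test for samples that stand apart was fixed before the data were examined. It asked, in each group of 4 libraries, whether the highest or lowest value of a named gene lay far from the others relative to the range of the group. It was run on 123 groups and marked 8, where chance marks about 1 in 20 groups, or 6.15 here, so the number marked is close to what chance gives and none was weighed further.

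Among the hPSC libraries, BTG2 was highest in NKX2-5eGFP/w at 5.46 CPM. CRABP1 was lowest in NKX2-5eGFP/w at 84 CPM. L1TD1 was lowest in 253G4 at 1074 CPM. PRPS2 was highest in 253G4 at 66 CPM. Among the hPSC-CM libraries, ACTA2 was highest in H9 at 102.9 CPM and SLC2A1 was highest in H9 at 160.5 CPM. COX6A2 was highest in NKX2-5eGFP/w at 95.2 CPM and NDUFB5 was highest in NKX2-5eGFP/w at 163 CPM.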

How the results depend on the processing

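For the comparisons between origins, limma on log2(TPM + 1), DESeq2 and, for the interaction, leaving out each line were added after the data were seen. So were limma for the main comparison and 2 scalings for NKX2-5. All others were planned. The main comparison kept each of its counts within 1.5 times the value given under every alternative run. For the 83 named genes, 1157 of 1211 alternative values kept their direction and side of the threshold, 14 lost the call, 40 gained one and 0 reversed; 57 values were not given because the gene fell out of the filter. For the 29 lists, 201 of 231 kept theirs, 24 lost the call, 6 gained one and 0 reversed. Where values below moved, the cause was not tested. The leave-one-out and 4-sample fits had fewer libraries but also tested other numbers of genes, so these changes cannot be separated. The 4-sample fits also took the spread from a single state, not pooled over both. A chi-square per gene, which rises as 2 libraries differ more, was computed between lines of the same origin. It was 25.6 (hiPSC) and 41.5 (hESC), against 66 (hiPSC-CM) and 266 (hESC-CM). Whether pooling these spreads moved the counts was not tested.

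For hiPSC against hESC before differentiation (0 genes), the counts were 6 with limma, 131 with a pseudocount of 0.1, 14 with a pseudocount of 5, 202 with no filter, 4 with the stricter filter, 136 with DESeq2, 42 from the 4 samples alone, and 0 to 71 with a line left out. For hiPSC-CM against hESC-CM (33 higher, 135 lower), the higher genes were 58 with limma, 126 with a pseudocount of 0.1, 439 with no filter, 300 with DESeq2, 0 from the 4 samples alone, and 0 to 572 with a line left out. The lower genes were 89 with limma, 66 with a pseudocount of 5, 1043 with no filter, 87 with the stricter filter, 645 with DESeq2, 1 from the 4 samples alone, and 0 to 632 with a line left out. For the interaction (0 genes, cell line as a block), the counts were 12 without the replicate block, 1 with limma, 2 with a pseudocount of 5, 37 with no filter, 1 with the stricter filter, 392 with DESeq2, and 0 to 321 with a line left out.

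Genes over 10-fold in every line (443 higher in hPSC, 523 in hPSC-CM) were 1460 and 1444 with a pseudocount of 0.1, 126 and 250 with a pseudocount of 5, 1022 and 1027 over 5-fold, and 201 and 297 over 20-fold. The mean log2 ratio of PSAT1 over the lines was 5.83, and 5.43 with a pseudocount of 5. Camera called 20 lists, and 4 with an estimated correlation. A count of 0 in a library allows a level of up to 3 counts, or 0.0677 to 0.0982 CPM, so it does not show that a gene is absent.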

Other observations

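Of the tests below, those of residual undifferentiated cells, shared reads, reprogramming genes and matrix-producing cells were chosen after the results they explain were seen; the tests of harvest stress, gene copies and other splits were written before their values were seen. The hPSC-CM libraries differed in myosin genes. In NKX2-5eGFP/w, MYH6 was at 20520 CPM, MYH7 at 11770 CPM, MYL2 at 273.7 CPM and NPPA at 268.6 CPM. In the other 3 libraries MYH6 was at 1613 to 2451 CPM, MYH7 at 20700 to 27310 CPM, MYL2 at 3686 to 5562 CPM and NPPA at 1126 to 1606 CPM. The neural genes PAX6 and DCX were at 5.53 and 10.6 CPM in the NKX2-5eGFP/w hPSC-CM library and at most at 0.327 and 0.56 CPM in the others. TDGF1, a pluripotency gene, was at 17.7 CPM in the H9 hPSC-CM library, and LDHA, which converts pyruvate to lactate, at 945.8 CPM there.

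POU5F1 (chromosome 6, 31164337 to 31180731) was at 93.4 CPM (3336 counts) in the 253G4 hPSC-CM library, 8.08% of its level in 253G4 hPSC, and at most at 0.481 CPM in the other hPSC-CM libraries. Undifferentiated cells left in the culture would bring their other abundant transcripts, but 14 other pluripotency genes kept a median of 0.0397% of their hPSC level (highest 8.31%), which argues against them. Reads shared with 4 copies of POU5F1 are argued against by the copies, which summed to 0.67 CPM in this library and 0.884 to 1.49 CPM in the others. A candidate explanation that stays open is that genes used to make 253G4 (OCT4, SOX2 and KLF4, without MYC) are still active: KLF4 was at 17.1 CPM (at most 2.5 in the others), SOX2 at 0.336 CPM (12 counts, 0 in the others) and MYC at 3.45 CPM (up to 6.36 in the others). SOX2 stood at 293 CPM in 253G4 hPSC, so its 12 counts carry little weight here. Counts per gene cannot tell a vector from the cell's own gene.

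Between hiPSC-CM and hESC-CM, 33 genes were higher and 135 lower. Undifferentiated cells left in the hESC-CM cultures would bring their abundant transcripts. The 15 pluripotency genes of at least 100 CPM in hESC kept a median of 0.0249% of that level in hESC-CM (highest 6.14%). This argues against such cells as the source of most of the lower genes. Of 25 pluripotency genes, 1 was itself called lower in hiPSC-CM. The 73 lower genes above 10 CPM in hESC kept a median of 31.5%. They were called for being higher in hESC-CM, which by itself favours a high share, so that share decides nothing. Matrix-producing cells, which lactate selection should remove, may contribute: 6 of 8 genes of the fibroblast and matrix list were higher in both hESC-CM libraries than in both hiPSC-CM libraries (1.33 by chance), FN1 and COL1A1 reached 4220 and 1560 CPM in H9, but 1 of the 8 was among the called genes, hPSC express several of them, and DDR2 went the other way (16.7 and 44.6 CPM in hiPSC-CM, 9.3 and 7.47 CPM in hESC-CM). The endothelial and blood lists were lower in hiPSC-CM as well (camera adjusted p = 0.0123 and 0.00226, but 0.667 and 0.537 with an estimated correlation, with 0 members called over all genes tested). Only 2 of the 8 blood genes were tested. RUNX1 was at 0 and 0.196 CPM in hiPSC-CM against 8.25 and 1.66 CPM in hESC-CM, and CD34 at 0 and 0 against 0.116 and 0.828 CPM. PTPRC, HBB, GATA1 and SPI1 stood at 0 to 0.0579 CPM in every hPSC-CM library. Endothelial and blood cells were not weighed. Stress at harvest may contribute too. By log2 difference, 16 of 16 immediate early genes not looked at before were lower in hiPSC-CM (median -1.13, range -4.14 to -0.34), with 0 past the threshold. FOS was at 46 and 113 CPM against 563 and 752 CPM in hESC-CM. EGR2, EGR3, IER3, JUND and CCNL1 were not lower in both hiPSC-CM libraries than in both hESC-CM libraries. EGR2, at 1.18 and 0.655 CPM against 0.985 CPM in H9, was high only in NKX2-5eGFP/w (28 CPM). The other splits of the 4 lines into 2 and 2 gave at most 0 called genes against 168, but 3 splits are too few for a share under 0.05, and the origin of the lines stays open as an untested explanation.

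H19 (chromosome 11, 1995163 to 2001470), an imprinted non-coding RNA, was at 17100 CPM in the H9 hPSC-CM library and at 0.131 to 1.21 CPM in the others, and its neighbour IGF2 was at 11300 CPM in H9 against 919 to 4573 CPM. Matrix-producing cells stay open as a possible source: H19 was at 0.589 CPM in the NKX2-5eGFP/w hPSC-CM library, where the level of FN1 would need 5550 CPM if matrix cells of both lines expressed H19 alike, which was not measured. More copies of the region are argued against, because 17 genes within 1 Mb differed by a median of -0.06 (quartiles -0.23 and 0.04) on the log2 scale. H19 was also highest in H9 among hPSC, at 4.4 CPM against at most 0.403 CPM. Apart from matrix-producing cells and more gene copies, no biological explanation was tested.

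For the comparison of hPSC-CM with hPSC, the libraries were also split in other ways. The fit without the cell line treats the libraries as exchangeable, although those of a line are paired. There, 1 of 35 splits of the 8 libraries into 4 and 4 gave as many called genes (the real split, with 13896). The highest of the others gave 0. With the cell line as a block, the real split gave 13736 and the highest other split that parts all 4 pairs gave 0, but 8 such splits are too few for a share under 0.05. The other splits mix the states within each group, which by itself leaves few genes to call. These splits therefore cannot decide whether chance gave the calls.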
